A study of Mus musculus with 2 samples.

How the data were processed

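Single-cell RNA sequencing of whole mouse uterus was analysed in 2 libraries. Each library was a pool of 3 mice aged 6 months, per the series' design text. The labels' protocols state a 5 hour collagenase digestion and droplet capture with a kit that reads transcripts from their 3-prime end. The titles put 1 library in the Prickle1 f/f group (control) and 1 in the Prickle1 f/f MiC group (cKO, the usual short form of conditional knockout). The labels do not say what MiC stands for, and their genotype field reads wild-type for both libraries.

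The authors deposited unfiltered counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger version 4, per the file headers. No normalization had been applied to these counts, and every barcode was kept, so most barcodes were empty droplets. The genome build and annotation release are not stated in the headers or labels, so no coordinates are given and genes carry the symbol and Ensembl identifier of the files. Of the 32285 gene identifiers, 32235 (99.8%) occur in the GENCODE vM21 mouse annotation.

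Cells were barcodes with at least 1000 UMIs, at least 500 genes and at most 20% of UMIs on mitochondrial genes. Scrublet, as built into scanpy, was run per library with an expected doublet rate of 5%. Its automatic threshold marked 4 of 7076 cells (0.0565%), so doublet detection did not work here and doublets must be assumed to remain. An alternative that removed the highest Scrublet scores, at a rate of 0.8% per 1000 cells, was added after the data were examined.

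Cells of both libraries were clustered together with scanpy 1.11.5 and anndata 0.12.19 under Python 3.11.15. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen across both libraries, and 30 principal components and 15 neighbours entered Leiden clustering (igraph 0.11.9) at resolution 1.0. The extracellular matrix and matrix remodelling lists were kept out of the variable genes, so that clusters were not defined by the genes to be compared. No batch correction was made, because library and group are the same thing in this design.

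Clusters were named as X-like from markers fixed before the data were examined. A name needed at least 3 of its markers with a UMI in at least 25% of the cluster's cells and at least 2 times the median cluster. The candidate with the highest mean log2 ratio of its markers over the median cluster gave the name. A cluster stayed unnamed if a marker of an unrelated class was among its 10 leading genes by fold. It also stayed unnamed if its depth was under 0.333 of its library's median with no own marker among those leading genes. Genes whose share of positive cells varied by under 20 percentage points across clusters were left out of the leading genes. Clusters of more than 2 times the library's median depth that carried at least 50% of another class's markers were also left unnamed as possible doublets. That last limit was set after the data were examined and kept out cluster 19, which held 0.459% of the cells of the library labelled control and 0.754% of those of the library labelled cKO. Clusters 4 and 21 were unnamed for the other reasons. Immune or stress genes led some named clusters: Cxcl5, Ptx3 and Ccl2 led fibroblast-like cluster 6, and Il1a and Lcn2 were among the leading genes of epithelium-like cluster 7. Fibroblast-like cluster 13 was shallow, at 0.351 of its libraries' median depth, just above the limit. Clusters 0, 7 and 23 drew over 90% of their cells from 1 library and may be that library and not a cell type.

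The markers included Acta2, Myh11 and Actg2 for smooth muscle, Pdgfra, Dcn and Lum for fibroblasts, and Epcam, Krt8 and Cdh1 for epithelium. They included Adgre1 and C1qa for macrophages or monocytes, Flt3 and Ccr7 for dendritic cells, and Cd3e and Nkg7 for T or NK cells. Sets of markers for pericytes, endothelia, mesothelium, B cells, plasma cells, granulocytes, mast cells, Schwann cells, adipocytes and erythroid cells were also scored.

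With 1 library per group no test was possible, and no p-value, standard error or number of changed genes is given. Raw UMIs were summed per library and class, scaled by the class's total in that library to CPM, the usual scale on which all genes sum to 1e6, and compared as the log2 ratio of the library labelled cKO over the library labelled control after adding 5 CPM to each. Ratios on that scale understate changes of low genes. Levels carry exact Poisson intervals, shares exact (Clopper-Pearson) binomial intervals, and ratios exact conditional intervals, all at 95%, computed with scipy 1.17.1. They cover counting error only and not the variation between mice or preparations. Classes with at least 100 cells in both libraries were compared.

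Named genes followed a rule fixed before the data were examined. Prickle1 was always reported. In smooth muscle-like and fibroblast-like cells the 5 highest and 5 lowest log2 ratios were named, and the 5 and 5 of the extracellular matrix and matrix remodelling lists. In other compared classes the 2 and 2 were named. Candidates had at least 50 CPM, at least 20 UMIs and a UMI in at least 10% of cells in the higher library, and a CPM no lower than in that library's empty droplets (10 to 100 UMIs). Mitochondrial, ribosomal protein and haemoglobin genes and class markers were left out.

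Gene lists fixed beforehand covered the extracellular matrix (98 genes), matrix remodelling (39), planar cell polarity (24), REST targets (19), the dissociation response (18), the oestrogen response in uterine epithelium (15) and the cell cycle (12). A list's median log2 ratio over members with a mean of at least 10 CPM was placed among the medians of 10000 random lists of the same size, drawn from the 100 genes nearest in mean expression to each member. The percentile describes these 2 libraries. A median was given only with at least 5 such members. An interferon-stimulated list was written after the data were examined, leaving out the genes noticed first. Counting intervals of list medians came from 500 Poisson draws. Within single clusters, 1000 random lists were drawn.

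Free RNA was profiled from empty droplets, and its share of each class's UMIs was estimated from markers of unrelated classes with at least 20 CPM there. That share ranged from 1.09% in epithelium-like cells to 12.8% in dendritic cell-like cells, both in the library labelled cKO. To compare shares of positive cells, every cell was also thinned to 1000 UMIs, and no cell was shallower than that.

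Alternatives changed 1 choice at a time, except that the 500 UMI minimum came with a lower gene minimum. They were the UMI minimum (500 or 2000), the mitochondrial limit (10% or none), doublets kept, resolution 0.5 or 2, matrix lists allowed in the clustering, and each library clustered alone. Others changed the scaling (without mitochondrial, ribosomal and haemoglobin genes, or median of ratios), the pseudocount (1 CPM), the list's expression minimum, ambient subtraction and thinning. Alternatives added after the data were examined were the removal of high Scrublet scores, the removal of clusters drawn over 90% from 1 library, and shares among cells outside the epithelium. Ambient subtraction was also extended then to every gene list. Adjustment for cycle stage, mouse or batch was not possible.

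The ratio and list computations were tested on simulated data drawn from each class's own means and totals. In the smooth muscle-like simulation of 16242 genes, 97.5% of 200 changed genes came within 0.5 log2 units of the value set. In the fibroblast-like simulation of 20137 genes, 100% did. All 40 lists of 50 genes shifted by 0.3 were placed above the 97.5th percentile in both simulations. Of 40 unshifted lists, 5 and 4 fell outside the central 95%, so a list just outside that range carries little weight. Figures were drawn with matplotlib 3.10.9.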

Results

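Whole uteri of mice aged 6 months were profiled by droplet single-cell RNA sequencing to ask what the loss of Prickle1, a planar cell polarity gene, in the myometrium does to uterine cells and to their extracellular matrix genes. The data were 2 libraries, each a pool of 3 mice, 1 labelled control (Prickle1 f/f) and 1 labelled cKO (Prickle1 f/f MiC). Because the mice of a group were pooled before sequencing and cells are not replicates, no value below has a replicate error. Intervals are 95% and cover counting error only.

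The library labelled control held 45035801 UMIs and the library labelled cKO 34261441. After filtering, the library labelled control had 3489 cells with a median of 4951 UMIs and 1865 genes per cell, and 83.3% of its UMIs lay in cells. The library labelled cKO had 3583 cells with a median of 4898 UMIs and 2037 genes, and 85.5% of its UMIs lay in cells. The mitochondrial limit removed 283 barcodes from the library labelled control and 43 from the library labelled cKO. The gene minimum removed 378 and 184.

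Prickle1 (ENSMUSG00000036158) was examined first, since its loss should separate the libraries. It was not lower in the library labelled cKO. Over all cells it was counted 96 times (2.56 CPM, 2.07 to 3.12) in the library labelled control and 264 times (9.01 CPM, 7.96 to 10.2) in the library labelled cKO, a ratio of 3.52 (2.78 to 4.50). That ratio mixes cell types, whose shares differed between the libraries. In smooth muscle-like cells the counts were 14 (14.7 CPM, 8.03 to 24.6) and 51 (24.3 CPM, 18.1 to 32.0), a ratio of 1.66 whose interval of 0.90 to 3.24 includes 1, so no difference was detectable at this depth. In fibroblast-like cells the counts were 41 (4.33 CPM) and 144 (8.97 CPM), a ratio of 2.07 (1.46 to 3.01). Of those 144 UMIs, 78 came from fibroblast-like cluster 23, which held 18 cells of the library labelled control and 261 of the library labelled cKO. Without clusters drawn over 90% from 1 library, the log2 ratio in fibroblast-like cells on the 5 CPM scale was 0.23 instead of 0.58. In T or NK cell-like cells the counts were 7 and 39, a ratio of 3.08 (1.36 to 8.15). The libraries are therefore named by their labels throughout, and every direction drawn below rests on labels that the Prickle1 counts did not bear out.

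Among smooth muscle-like cells, 3.18% (1.54 to 5.78) had a Prickle1 UMI in the library labelled control and 6.74% (4.98 to 8.89) in the library labelled cKO, at median depths of 1900.5 and 1991.5 UMIs. After thinning every cell to 1000 UMIs the shares were 1.59% and 1.61%. In macrophage or monocyte-like cells, taken as background, the shares were 0.319% and 0.442% at median depths of 7783 and 5799.5 UMIs. Empty droplets held 1 Prickle1 UMI (0.578 CPM) in the library labelled control and 6 (5.38 CPM) in the library labelled cKO. The direction also varied among smooth muscle-like clusters. Cluster 11 had 5 UMIs in the library labelled control and 2 in the library labelled cKO, cluster 20 had 9 and 40, and cluster 22 had 0 and 9. In CPM these were 11.4 and 3.46, 21.5 and 35.1, and 0 and 23.8. Stratified by cluster, the ratio was 1.42 (0.83 to 2.97).

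**Figure D1:**
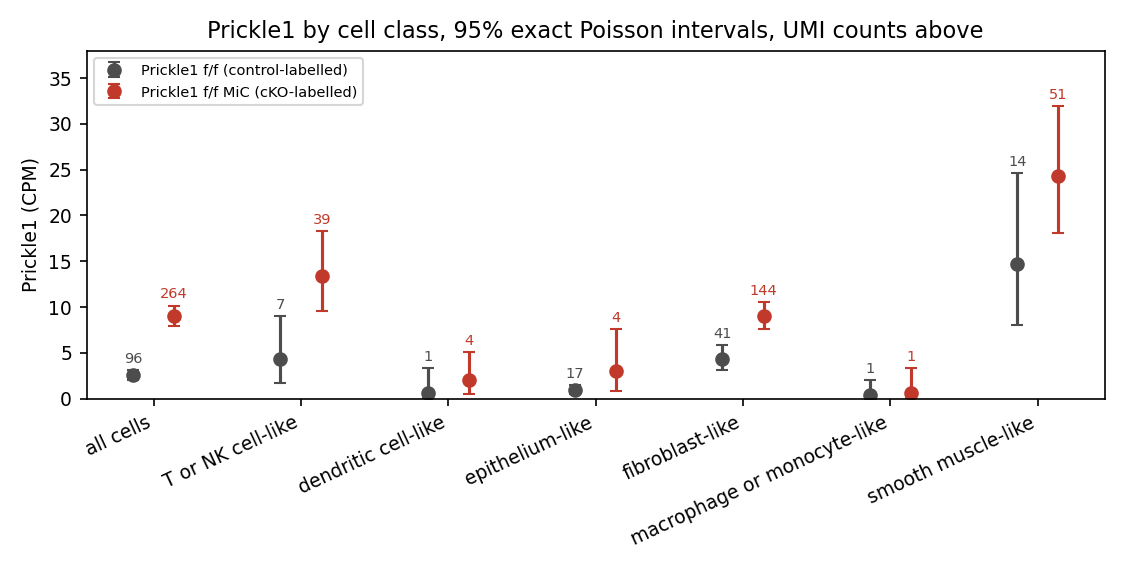
Prickle1 in CPM (vertical axis) over all cells and in each compared class, with exact 95% Poisson intervals as bars and the UMI counts above them, for the library labelled control (grey) and the library labelled cKO (red). In smooth muscle-like cells 14 and 51 UMIs gave 14.7 and 24.3 CPM with overlapping intervals, and over all cells the red point (9.01 CPM) lies above the grey one (2.56 CPM).

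Cell class shares differed between the libraries by more than counting error. Epithelium-like cells made up 1312 of 3489 cells (37.6%, 36 to 39.2) in the library labelled control and 109 of 3583 (3.04%, 2.5 to 3.66) in the library labelled cKO, a log2 ratio of -3.63 (-3.92 to -3.35). Epithelium-like cluster 7 held 233 cells of the library labelled control and 0 of the library labelled cKO, which allows a share there of at most 3 counts of 3583 cells. The share of fibroblast-like cells was 24.3% (22.9 to 25.7) in the library labelled control and 37.2% (35.6 to 38.8) in the library labelled cKO. Smooth muscle-like cells made up 9.0% (8.07 to 10.00) and 19.0% (17.8 to 20.4), a log2 ratio of 1.08 (0.89 to 1.28). T or NK cell-like cells made up 8.89% and 19.4%, macrophage or monocyte-like cells 8.97% and 6.31%, and dendritic cell-like cells 4.50% and 5.97%. Lymphatic endothelium-like cells rose from 0.631% to 2.07%, and mesothelium-like cells fell from 2.35% to 0.837%. Unnamed clusters held 2.32% and 3.82%.

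Because shares sum to 1, a lower epithelial share raises all others. Among cells outside the epithelium, fibroblast-like cells made up 38.9% in the library labelled control and 38.4% in the library labelled cKO, a log2 ratio of -0.02 (-0.14 to 0.11). Smooth muscle-like cells made up 14.4% (13.0 to 16) and 19.6% (18.3 to 21.0), a log2 ratio of 0.44 (0.25 to 0.64). T or NK cell-like cells still had the higher share in the library labelled cKO, with a log2 ratio of 0.49 (0.30 to 0.69). The macrophage or monocyte-like share was lower there, with a log2 ratio of -1.14 (-1.40 to -0.89). The dendritic cell-like log2 ratio changed from 0.41 among all cells to -0.23 (-0.53 to 0.08) outside the epithelium. This denominator was chosen after the data were examined.

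**Figure D2:**
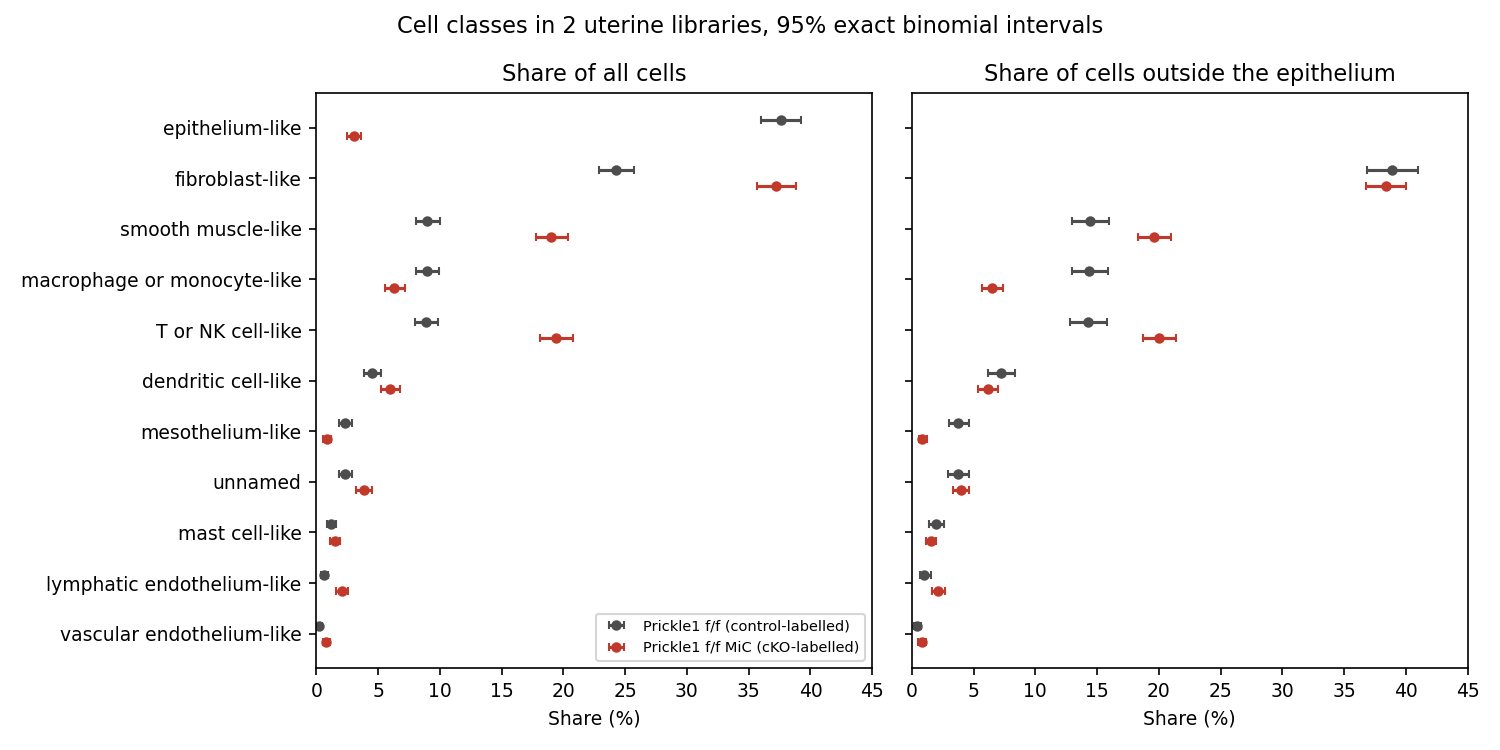
Share of cells in percent (horizontal axes) by cell class (vertical axis), among all cells on the left and among cells outside the epithelium on the right. Points are the library labelled control (grey) and the library labelled cKO (red), and bars are exact 95% binomial intervals. Epithelium-like cells made up 37.6% and 3.04% of cells, while the fibroblast-like shares outside the epithelium were 38.9% and 38.4%.

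Gene levels were then compared within classes. The median log2 ratio over all genes was not 0 on the CPM scale. It was 0.20 in smooth muscle-like, 0.09 in fibroblast-like, 0.22 in epithelium-like, 0.21 in dendritic cell-like, 0.13 in T or NK cell-like and 0.07 in macrophage or monocyte-like cells. Median of ratios scaling brought these to 0.03, 0.02, -0.11, 0.01, 0.01 and -0.02, so small ratios are to be read against the class's own median.

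In smooth muscle-like cells the highest ratios in the library labelled cKO were those of Mid1 (log2 ratio 2.33, 13 and 186 UMIs in control and cKO), E330013P04Rik (2.03, 44 and 428 UMIs), Medag (1.68), Slc14a1 (1.62) and Slc7a1 (1.59). The lowest were those of Vim (-1.82, 299 and 179 UMIs), S100a1 (-1.66), Ndufv3 (-1.66), Chchd10 (-1.53) and Cox5b (-1.51). All 10 kept their direction under every alternative. Ndufv3 had the same sign in only 1 of the 2 smooth muscle-like clusters with at least 20 cells per library. Cluster 22, of 12 and 86 cells, was too small for that check and stayed in the class under every alternative that removed clusters. Slc14a1 was among its leading genes. The mean log2 ratios within clusters 11 and 20 were 1.19 for Mid1, 1.17 for E330013P04Rik, 1.56 for Medag, 1.37 for Slc14a1 and 1.64 for Slc7a1. Those of the 5 lowest genes ran from -1.88 for Vim to -0.78 for Ndufv3.

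Among matrix genes in smooth muscle-like cells, the highest ratios were those of Postn (224.5 CPM in the library labelled control and 379 CPM in the library labelled cKO, log2 ratio 0.74), Adamts9 (0.58), Tgm2 (0.49), Plod2 (0.48) and Lamc1 (0.39). The lowest were those of Col3a1 (123 and 54.8 CPM, -1.09), Col1a2 (269 and 131 CPM, -1.01), Sparc (-0.82), Aspn (-0.76) and Loxl2 (-0.40). The counting interval of the Loxl2 log2 ratio, -0.95 to 0.08, includes 0, and Sparc and Loxl2 had the same sign in 1 of the 2 clusters.

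In fibroblast-like cells the highest ratios were those of A2m (log2 ratio 3.24, 70 and 1795 UMIs), Scube1 (3.03, 74 and 1594 UMIs), Atp8a1 (2.79), Thy1 (2.73) and Scd2 (2.71). These values drew to different degrees on cluster 23. Without clusters drawn over 90% from 1 library the log2 ratio of Thy1 was 1.04, that of Atp8a1 was 0.72, that of A2m was 0.45, that of Scd2 was 0.14, and that of Scube1 was -0.31, opposite in sign. Thy1 and Scd2 had the same sign in 5 of 5 clusters with at least 20 cells per library. Atp8a1 had it in 4, A2m in 3 and Scube1 in 2 of the 5. The lowest ratios were those of Cxcl10 (-3.02, 2507 and 452 UMIs), Myoc (-2.24), Mmp3 (-1.69), Gpnmb (-1.44) and Slfn5 (-1.35). Of these, Mmp3 had the same sign in 4 of the 5 clusters, and the others in 5 of 5.

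Among matrix genes in fibroblast-like cells the highest ratios were those of Col18a1 (1.89), Tgm2 (1.68, 52.2 CPM in the library labelled control and 178 CPM in the library labelled cKO), Emilin2 (1.21), Fn1 (1.13, 260.0 and 574 CPM) and Serpine2 (1.09). Without clusters drawn over 90% from 1 library these 5 were at -0.058 (opposite in sign), 1.08, 0.80, 0.79 and 0.17 in the same order, so Col18a1 and Serpine2 drew largely on cluster 23. Tgm2 was higher in 5 of 5 clusters, Fn1, Emilin2 and Serpine2 in 4 of 5, and Col18a1 in 2 of 5. The lowest ratios were those of Mmp3 (878 and 269 CPM, -1.69), Mmp2 (-0.74), Tgfb2 (-0.53), Matn2 (-0.48) and Sparcl1 (-0.43), which were at -1.22, -0.56, -0.46, -0.17 and -0.14 without those clusters.

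In the other classes the 2 highest and 2 lowest genes were as follows. In epithelium-like cells, Cyp1a1 (log2 ratio 4.70) and Fn1 (4.6) were highest. Ccl5, with 3327 UMIs in the library labelled control and 1 in the library labelled cKO, had a log2 counting interval of -13.19 to -5.41. Ifit3, with 3298 and 2 UMIs, had one of -9.92 to -5.02. Epithelium-like clusters 0 and 7 were drawn over 90% from the library labelled control. Without them the log2 ratio was 3.82 for Cyp1a1, 4.61 for Fn1, -2.71 for Ccl5 and -3.41 for Ifit3. In the library labelled cKO these rest on 70 cells of cluster 2 (median 3351.5 UMIs) and 13 of cluster 8 (median 30598 UMIs). A few deep cells thus weigh heavily in them. The mean within clusters 0 and 2 was 1.25 for Cyp1a1, 3.26 for Fn1, -4.35 for Ccl5 and -3.90 for Ifit3. Cluster 8 was too small for that check. In dendritic cell-like cells Klri2 (2.02) and Aqp9 (1.62) were highest, and Rsad2 (-6.47, 2309 and 21 UMIs) and Cxcl10 (-6.46, 1326 and 8 UMIs) lowest. In macrophage or monocyte-like cells Steap4 (2.12) and Mmp12 (1.81) were highest, and Ifit3 (-3.24) and Ifit2 (-2.90) lowest. In T or NK cell-like cells Mcc (1.79) and Acpp (1.69) were highest, and Slfn5 (-2.97) and Ifi44 (-2.90) lowest.

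The extracellular matrix list stood apart from other genes in smooth muscle-like cells. Over 49 expressed members its median log2 ratio was -0.10, 0.30 below the class's all-gene median of 0.20, and at percentile 0 of the random lists, whose central 95% ran from 0.05 to 0.34. Of the members, 30 were lower and 19 higher in the library labelled cKO. The counting interval of the median, -0.22 to 0.02, includes 0, so the list was lower relative to other genes and not clearly lower in CPM. The summed share of the list in the class's UMIs was not lower, at 0.641% in the library labelled control and 0.647% in the library labelled cKO. The setting that moved the list median most was median of ratios scaling, which gave -0.28 but also brought the all-gene median to 0.03. With thinned cells the list median was -0.26 and the all-gene median 0.22, so the list lay further below other genes there. In fibroblast-like cells the median over 63 members was 0.10, at the 90.9th percentile, within the random range of -0.02 to 0.13. That class value hid opposite directions. Within fibroblast-like clusters 5 and 10 the medians were 0.30 and 0.22, above the random range. In cluster 6 the median was 0.12 (percentile 85.2), inside that range. In the shallower clusters 13 and 16 they were -0.74 and -0.43, below it. Within smooth muscle-like clusters 11 and 20 they were -0.46 and -0.04, below the random lists in both.

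**Figure D3:**
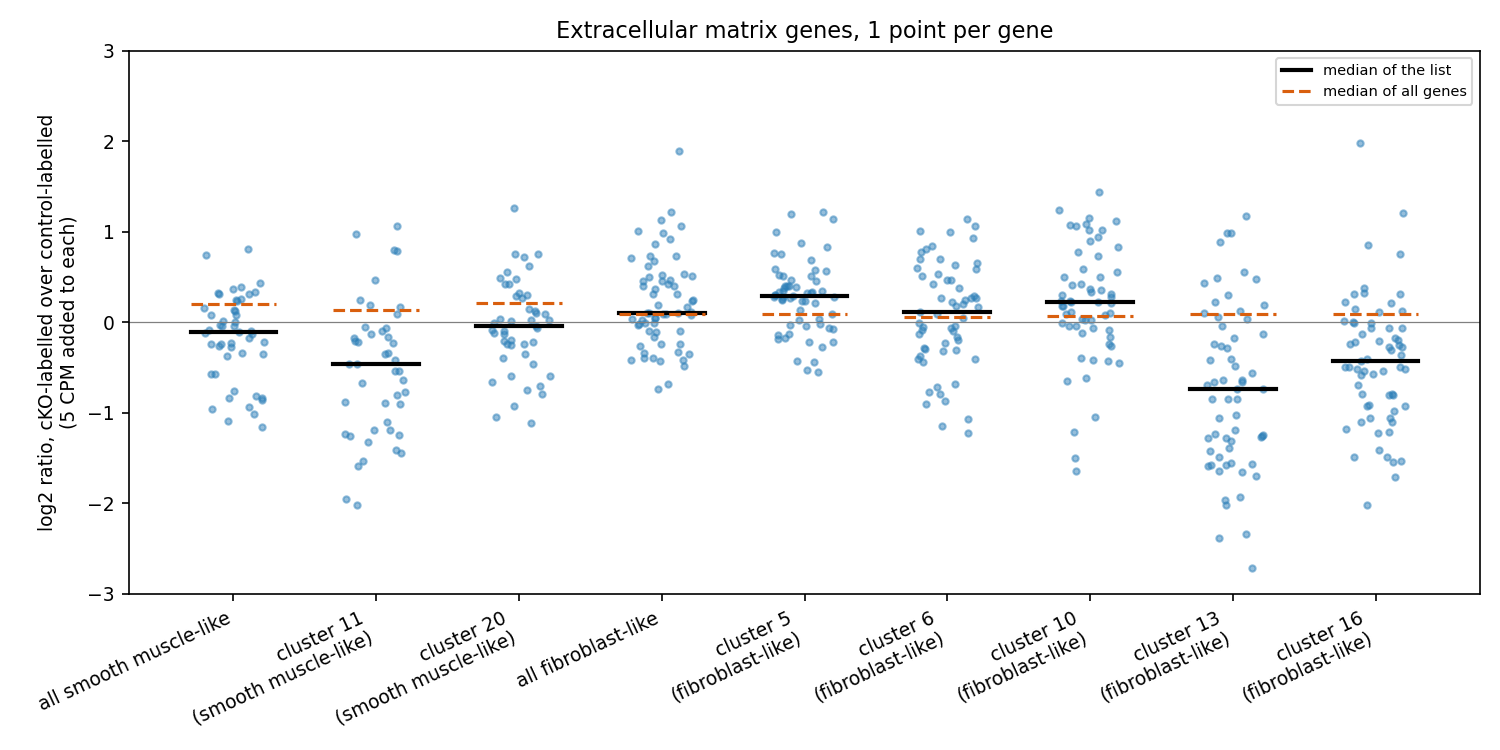
Log2 ratio of the library labelled cKO over the library labelled control (vertical axis, 5 CPM added) for each expressed extracellular matrix gene, in smooth muscle-like and fibroblast-like cells and in each of their clusters with at least 20 cells per library (horizontal axis). Each point is a gene, black lines are list medians and dashed lines the median of all genes. The list median is -0.10 in smooth muscle-like and 0.10 in fibroblast-like cells, and runs from 0.30 in cluster 5 to -0.74 in cluster 13.

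In other classes the extracellular matrix list had fewer expressed members. Its median was 1.20 over 24 genes in dendritic cell-like cells (percentile 100), 0.69 over 17 in epithelium-like cells (99.1), -0.27 over 41 in macrophage or monocyte-like cells (0) and -0.54 over 8 in T or NK cell-like cells (0.04). The sign changed under at least 1 alternative in each of these 4 classes, in dendritic cell-like cells only at resolution 2, where the class held 85 and 84 cells, under the minimum of 100. In macrophage or monocyte-like cells, for example, it was 0.35 once the highest Scrublet scores were removed.

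The matrix remodelling list lay within the random range in smooth muscle-like (median 0.11, percentile 11.2), fibroblast-like (0.07, 59.5), epithelium-like (0.02, 10.9), dendritic cell-like (0.45, 94.0) and macrophage or monocyte-like cells (0.04, 34.7). It lay below that range in T or NK cell-like cells (-0.24 over 14 genes, 0.29), but was -0.046 over 9 genes there after ambient subtraction. The planar cell polarity list, which includes Prickle1, had a median of 0.49 over 13 genes in smooth muscle-like cells, at the 98.6th percentile. It was at 0.15 (71.7) in fibroblast-like, 0.34 (53.8) in epithelium-like and -0.14 (13.1) in macrophage or monocyte-like cells, where it was 0.027 after ambient subtraction. The REST target list had at most 2 expressed members in any class, so no median is given.

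Lists that reflect the preparation or the state of the tissue also differed. The dissociation response list was lower in the library labelled cKO in smooth muscle-like cells (median -0.34, percentile 0.65) and fibroblast-like cells (-0.16, 0.49). The fibroblast-like value was not seen in most clusters: the medians were 0.046, 0.071, 0.12 and 0.32 in clusters 5, 6, 10 and 16 and -0.30 in cluster 13. In smooth muscle-like clusters 11 and 20 they were -0.13 and -0.65. The list lay within the random range in epithelium-like (-0.23, 7.06), T or NK cell-like (0.15, 50.9), dendritic cell-like (0.13, 59.8) and macrophage or monocyte-like cells (0.05, 55.1). The oestrogen response list had a median of -1.10 over 13 genes in epithelium-like cells (percentile 0), and of -1.12 after ambient subtraction. Outside the epithelium it was -2.19 over 9 in dendritic cell-like cells (0), -0.33 over 6 in macrophage or monocyte-like cells (1.17) and -0.48 over 5 in smooth muscle-like cells (3.50). The smooth muscle-like value was inside the random range of -0.51 to 0.64, and its counting interval of -0.92 to 0.04 includes 0. These 3 values are not read as the state of those cells, because fewer than 5 members kept 10 CPM after ambient subtraction. The list took 0.475% of empty-droplet UMIs in the library labelled control and 0.0491% in the library labelled cKO, a log2 ratio of -3.27. In the library labelled control free RNA would bring 0.0495% of the UMIs of dendritic cell-like cells, where the list took 0.0670%, and also 0.0495% in macrophage or monocyte-like cells, where it took 0.0331%. In macrophage or monocyte-like cells 3 members were higher and 3 lower, and their summed share of UMIs was 0.0331% in the library labelled control and 0.0337% in the library labelled cKO. In smooth muscle-like cells the members also went both ways, and their summed share was higher in the library labelled cKO (0.241%) than in the library labelled control (0.122%). The cell cycle list was higher in the library labelled cKO in epithelium-like cells (1.59 over 11 genes, percentile 100) and lower in T or NK cell-like cells (-1.73 over 10 genes, percentile 0). Within epithelium-like cluster 2 the median was 0.75 over 12 genes (percentile 99.6), smaller than in the class, whose clusters 0 and 7 came almost wholly from the library labelled control. Within T or NK cell-like cluster 18 it was -1.29 over 12 genes (percentile 0).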

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

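Both tests on dendritic and T or NK cells and the test of the epithelial deficit alone on empty droplets were chosen after the result was seen, while the test of the cell mix on empty droplets was set beforehand.

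The extracellular matrix list moved in opposite directions in dendritic cell-like cells (median log2 ratio 1.20) and T or NK cell-like cells (-0.54), a gap of 1.74. The difference was not tested, since each group has 1 library. Within T or NK cell-like clusters 9 and 18 the medians were -1.25 and -0.64. In cluster 12, the largest, it was 0.080 over 6 genes (percentile 44), so the negative sign was not shared by every cluster. Matrix transcripts in immune cells can come from free RNA or from doublets with fibroblasts. After subtraction of the ambient profile the median was 0.54 over 9 members in dendritic cell-like cells, against 24 members before. In T or NK cell-like cells it was -0.40 over 6 members, against 8 before, which left a gap of 0.94. The members differ before and after, so the sizes of the gaps cannot be compared. The signs stayed opposite among the members kept, which argues against free RNA as the whole cause there. Doublets stay open. With the highest Scrublet scores removed, the dendritic cell-like median was 0.77, and T or NK cell-like cells had too few expressed members for a median. With doublets kept the T or NK cell-like median was 0.13. Only 4 cells in both libraries were restored there, yet the class went from 310 and 696 cells (control and cKO) to 346 and 749. At resolution 0.5 it held 345 and 748 cells, and the median was 0.17. The negative sign was thus not stable to which cells entered the class, and its change does not bear on doublets. The dendritic cell-like median was negative only at resolution 2 (-0.75), where the class held 85 and 84 cells, under the minimum of 100, and stayed positive under the other alternatives. Doublets or mixed cells may account for part of the dendritic cell-like value, which was smaller once high Scrublet scores were removed. For T or NK cell-like cells that removal left no median, so their part in the gap cannot be told. An effect of the genotype on these cells was not tested apart from this.

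Empty droplets of 10 to 100 UMIs held more connective tissue and muscle RNA in the library labelled cKO than in the library labelled control. The log2 ratio of the share of empty-droplet UMIs was 1.14 for smooth muscle markers, 0.68 for fibroblast markers, 0.72 for the extracellular matrix list, 0.41 for the matrix remodelling list and 0.41 for the planar cell polarity list. The extracellular matrix list took 0.770% of the UMIs in cells of the library labelled control and 1.51% in cells of the library labelled cKO, a log2 ratio of 0.97. The excess of that list in the empty droplets was no larger than that, so the cell mix is a candidate explanation. The epithelial deficit alone is argued against, since it would raise the other cell types alike and the smooth muscle ratio lay 0.46 above the fibroblast ratio, with separate counting intervals (1.08 to 1.20 and 0.57 to 0.78). Nor did the droplets follow the cells in every class. Mesothelium markers had a log2 ratio of 1.02 in the droplets and -1.49 in the share of cells, dendritic cell markers 2.01 and 0.41, and T or NK cell markers 0.19 and 1.13. A genotype effect on matrix transcripts could add to it and was not tested. In droplets of 101 to 999 UMIs the log2 ratio was still 0.62 for smooth muscle markers and 0.62 for the planar cell polarity list, but 0.026 for the matrix remodelling list, -0.09 for fibroblast markers and -0.32 for the extracellular matrix list. The excess of muscle and polarity transcripts thus held there and that of matrix and fibroblast transcripts did not.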

How the results depend on the processing

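The removal of high Scrublet scores, the removal of clusters drawn over 90% from 1 library and the share outside the epithelium were chosen after the results were seen. No paired analysis was possible because each group has 1 library, and for the same reason leaving out a library was not possible.

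For Prickle1, the class shares and the extracellular matrix list, 168 of the recomputed values stayed within their counting interval, 31 moved beyond it in the same direction and 14 changed sign. The epithelial share stayed within its interval under each alternative that applied to it, and so did Prickle1 in smooth muscle-like cells. For the remaining results, 797 values stayed, 118 moved and 2 changed sign beyond counting error. One of the 118 also changed sign: the mast cell-like share log2 ratio, 0.30 with an interval that includes 0, was -0.34 outside the epithelium. Causes were not tested unless stated.

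The log2 ratio of Prickle1 over all cells, 0.89, was 0.72 with median of ratios scaling, 1.49 with 1 CPM added, 0.58 with thinned cells and 0.57 without clusters drawn over 90% from 1 library. In fibroblast-like cells, 0.58 became 0.90 with 1 CPM added, since a smaller constant compresses low levels less, 0.11 with thinned cells and 0.23 without the 1-library clusters, which removes cluster 23.

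Outside the epithelium, share log2 ratios were 0.49 for T or NK cell-like, -0.23 for dendritic cell-like (reversed), -0.019 for fibroblast-like (reversed), -1.14 for macrophage or monocyte-like and 0.44 for smooth muscle-like cells. The denominator itself produces these changes. The dendritic cell-like ratio was -0.055 at resolution 2 (reversed). The fibroblast-like ratio was 0.92 with a 500 UMI minimum, 0.79 with a 2000 UMI minimum and 0.47 with a 10% mitochondrial limit.

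The extracellular matrix median in smooth muscle-like cells was -0.28 with median of ratios scaling and -0.26 with thinned cells, further from 0 than the -0.10 reported. The all-gene median was 0.03 and 0.22 under these settings. In fibroblast-like cells, 0.10 became 0.055 without mitochondrial, ribosomal and haemoglobin genes, 0.031 with median of ratios scaling, 0.052 with all list genes above 0 CPM, 0.075 without the 1-library clusters and -0.0042 with thinned cells (reversed). Thinning gives every cell equal weight, and the shallower clusters had negative medians. In epithelium-like cells it was -0.016 with all list genes above 0 CPM (reversed).

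In dendritic cell-like cells the median of 1.20 became 1.51 with a 10% mitochondrial limit, -0.75 at resolution 2 (reversed, with 85 and 84 cells), 0.77 with high Scrublet scores removed, 0.92 with median of ratios scaling, 1.53 with 1 CPM added, 0.40 with all list genes, 0.54 after ambient subtraction and 0.23 with thinned cells. In macrophage or monocyte-like cells, -0.27 became -0.58 with a 2000 UMI minimum, -0.57 at resolution 2, -0.45 after ambient subtraction, 0.051 with matrix lists in the clustering, 0.63 with each library clustered alone, 0.35 with high Scrublet scores removed and 0.082 with thinned cells, the last 4 reversed. In T or NK cell-like cells, -0.54 became 0.43 with no mitochondrial limit, 0.13 with doublets kept, 0.17 at resolution 0.5 and 1.68 with each library clustered alone, all 4 reversed. It was -0.11 with all list genes and -1.39 with thinned cells, and it had no value with high Scrublet scores removed because fewer than 5 members were expressed.

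Without the 1-library clusters, Col18a1 (-0.058) and Scube1 (-0.31) changed sign in fibroblast-like cells, because cluster 23 left the class. Every other named gene kept its sign under every alternative that gave a value. Depth is 1 limit on Prickle1: 14 UMIs in smooth muscle-like cells of the library labelled control cannot exclude a ratio of 0.90 or of 3.24.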

Other observations

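The tests on Prickle1 and on the interferon-stimulated list were chosen after the results were seen, and the rest were set beforehand, except that the counting intervals and signs within clusters were added to the reading of the matrix tests afterwards.

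Prickle1 was not lower in the library labelled cKO over all cells or in smooth muscle-like cells as a class. Within smooth muscle-like clusters it went both ways, on few UMIs. The mean log2 ratio within clusters 11 and 20 was -0.18, with cluster 11 lower and cluster 20 higher in the library labelled cKO. Free RNA is argued against, since the log2 ratio in smooth muscle-like cells was still 0.56 after ambient subtraction and their 24.3 CPM lay above the 5.38 CPM of the empty droplets. A mixture of smooth muscle-like clusters stays open, with a stratified ratio of 1.42 whose interval of 0.83 to 2.97 includes 1. A swap of the library labels also stays open. It would predict a larger ratio in smooth muscle-like than in T or NK cell-like cells, and the latter was 3.08 with an interval that overlaps the former. A further candidate explanation is that a recombined allele still makes a transcript whose 3-prime end is counted, since 51 UMIs were found in smooth muscle-like cells of the library labelled cKO. These cannot be told apart, because read positions are not used here and the counts are few.

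The epithelial deficit in the library labelled cKO was not made by the filters. With a 500 UMI minimum or no mitochondrial limit the log2 ratio of shares was at most -3.60. Lysis of epithelial cells in the suspension as loaded would have left their RNA in empty droplets, but the epithelial marker share there also had a log2 ratio of -3.23. Empty droplets cannot show RNA lost before loading, so earlier lysis is not excluded. A difference in oestrous cycle stage between the pools may contribute. The oestrogen response list in epithelium-like cells had a median of -1.10, and within epithelium-like clusters 2 and 0 it was -0.79 and -0.20, the latter inside the random range. The list shows a difference in state and does not link it to the number of cells. Incomplete release of epithelium during digestion, loss of epithelial cells before loading and an effect of the genotype were not tested and stay open.

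Interferon-stimulated genes were lower in the library labelled cKO in every compared class. The list of 32 genes, written without those noticed first, had medians from -0.81 in smooth muscle-like to -2.58 in dendritic cell-like cells, and every expressed member was lower in each class. A mixture of cell types is argued against by the 6 of 6 classes whose median lay below the random lists. Free RNA is argued against by the median over classes, which was -1.40 before and -1.42 after ambient subtraction. The signal could come from 1 of the 3 pooled control mice. The share of cells of the library labelled control above the 95th percentile of the library labelled cKO reached at most 44.4% (epithelium-like cells) and was 9.24% in smooth muscle-like cells and 18.2% in macrophage or monocyte-like cells, where that percentile was 21.5 UMIs per thinned cell. These shares do not separate 1 mouse from 3, because cells were not assigned to mice and the mice need not have given equal numbers of cells. An infection or another exposure of some mice, and an effect of the genotype, were not tested apart from this.

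The extracellular matrix list in smooth muscle-like cells lay below other genes. A mixture of clusters 11 and 20 is argued against by the mean over them of -0.25, with both medians negative. Free RNA is argued against by the median of -0.12 after ambient subtraction. Cluster 22, with 12 cells of the library labelled control, was too small to enter that mean. The shift was larger in the shallow cluster 11 (-0.46, at 0.287 of its libraries' median depth). In cluster 20 the median was -0.04, with 22 members higher and 25 lower. A part played by depth was not tested within clusters. The dissociation response stays open. Among the cells with the lower dissociation scores the median was 0.082 with a counting interval of -0.15 to 0.32, at percentile 4.32 and thus inside the range of the random lists (0.044 to 0.59), though 0.25 below the all-gene median of those cells (0.34). The lower-scoring cells were 157 of 314 in the library labelled control and 341 of 682 in the library labelled cKO. The same share of each library was kept, so the libraries were not matched for that response and the test cannot decide. A lower level of matrix transcripts relative to other genes may still be partly a matter of preparation. A genotype effect is not excluded, and with labels that Prickle1 did not bear out it has no firm direction.

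The extracellular matrix list in fibroblast-like cells was inside the random range as a whole, at 0.10, and was 0.11 after ambient subtraction, where free RNA made up 1.17% and 1.25% of UMIs. It was 0.31 among cells with lower dissociation scores, 424 of 847 in the library labelled control and 667 of 1334 in the library labelled cKO. The same share of each library was kept, so the libraries were not matched for the dissociation response. That response therefore stays open. The mean over clusters was -0.11, of opposite sign, but the clusters go both ways, so whether the class value comes from the mix of clusters cannot be told apart from a change within them. The positive medians were in the deep clusters 5, 6 and 10, that of cluster 6 inside the random range. The negative ones were in the shallower clusters 13 and 16. Depth, viability or a real difference between fibroblast states could each give that split, and none was tested apart from the others.

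Ratios in smooth muscle-like cells rose with genomic length across genes (Spearman rho 0.18, across genes, which are not independent replicates). Whether nuclear RNA was in excess cannot be told, because the values go both ways. Malat1 (log2 ratio -0.57) and Neat1 (-0.21) were lower in the library labelled cKO, but Xist (0.035) was not. Mitochondrial genes took 3.04% of the class's UMIs in the library labelled control and 2.05% in the library labelled cKO. Ribosomal protein genes took 14.3% and 9.08%, and such lower shares leave an excess of nuclear RNA open. Within smooth muscle-like clusters 11, 20 and 22 rho was smaller, at 0.07, -0.0011 and 0.03. In cluster 11 the median log2 ratio still rose from 0.010 in the shortest length quartile to 0.14 in the longest. In the class it rose from 0.041 to 0.25. These medians were 0.22 and 0.19 in cluster 20, and 0.012 and 0.018 in cluster 22. Counting noise within clusters was not assessed, so whether the trend lay between clusters cannot be told.

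Plasma cell markers took a larger share of empty-droplet UMIs in the library labelled cKO, with a log2 ratio of 4.01 (3.50 to 4.56) and 34 UMIs in the library labelled control. In droplets of 101 to 999 UMIs the log2 ratio was smaller, 1.51 (0.93 to 2.12), from 33 and 104 UMIs. No cluster was named plasma cell-like in the clustering reported. With the 2000 UMI minimum a plasma cell-like class of 21 cells in the library labelled control and 26 in the library labelled cKO was named. A class of similar size was named B cell-like instead with a 500 UMI minimum (26 and 26 cells), at resolution 2 (24 and 27), with matrix lists in the clustering (25 and 29) and with high Scrublet scores removed (26 and 29). With each library clustered alone it held 25 cells of the library labelled control and 0 of the other. The plasma cell-like name thus does not establish plasma cells. This was noticed after the data were examined, and no explanation was tested.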
